A study of Mus musculus with 24 samples. Its data were reported in "Hepatocyte Circadian Clocks Control Cholesterol Metabolism and Protect From Metabolic Dysfunction–Associated Steatohepatitis" (2026).

How the data were processed

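Expression was measured by BRB-seq, a bulk RNA method in which samples are barcoded and pooled early and only the 3′ end of each mRNA is sequenced. The cells were AML-12, an established line of mouse hepatocytes. There were 24 libraries in 6 groups of 4, and the groups were taken from the sample labels. BSA cells received the albumin carrier and PAL cells received 0.25 mM palmitate, a saturated fatty acid. The other groups received 0.25 mM palmitate and, for the last 24 hours, an endoribonuclease-prepared small interfering RNA (esiRNA). CON received 200 nM of an esiRNA against *Egfp*, which mouse cells lack. BMAL1 received 100 nM against *Bmal1*, CHREBP received 100 nM against *Chrebp*, and BOTH received the 2 together at a total of 200 nM. The library positions in the labels put BSA and PAL in column 1, CON and BMAL1 in column 2, and CHREBP and BOTH in column 3. Column and *Chrebp* esiRNA therefore could not be told apart in a comparison of CHREBP or BOTH with CON or BMAL1, nor column and transfection in a comparison of CON with PAL. Within each column, the first group named was in rows A to D and the second in rows E to H. Row position was therefore aligned with palmitate in PAL against BSA, and with *Bmal1* esiRNA in BMAL1 against CON and BOTH against CHREBP. The total amount of esiRNA also differed in BMAL1 or CHREBP against CON, and in BOTH against CHREBP or BMAL1.

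The authors demultiplexed the reads with the BRB-seq tool suite, aligned them to the mouse genome mm10 with STAR, and counted them per gene with HTSeq, with featureCounts also named as the counter. The deposited values were raw whole-number counts per Ensembl gene and library, with no normalization and no pooling of replicates. Tool versions, the annotation release, the use of strand and the handling of unique molecular identifiers were not stated. Intervals and floors based on such counts cover counting error only. The table held 55487 genes and 5 summary lines of HTSeq, and 21543 genes had at least 1 count. Genes in families of near-identical members, or overlapping another gene, were treated as uncertain, because the counting of shared reads is not known. Gene symbols were those of the deposited table, where *Bmal1* is listed as *Arntl* and *Chrebp* as *Mlxipl*. Coordinates came from GENCODE release M21 on GRCm38, the same build as mm10, which held 55141 of the gene identifiers.

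Total gene counts ran from 5399700 to 11237474 per library, with a median of 7872956. Between 14420 and 15644 genes were detected per library, and 24.9% to 28.0% of the reads of a library were in the line for reads that were not aligned. A gene with 3 counts, the smallest number treated as detectable, corresponds to between 0.267 and 0.556 CPM in these libraries. Each of the 36 pairs of replicates within a group was compared by a chi-square statistic over genes. The statistic per degree of freedom ran from 2.74 to 24.7, so that every pair differed by more than sampling noise. Each library was counted as 1 replicate. The statistic cannot show that the libraries are independent, because it compares them with counting noise only.

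Differential expression was tested with DESeq2 1.42.0 in R 4.3.3, the tool named in the methods of the study, on genes with a summed count of at least 25 over the fitted libraries. PAL and BSA, and CON and PAL, were each fitted as 8 libraries with the Wald test. The 16 libraries of the esiRNA groups were fitted together, which gave them a shared dispersion per gene. Wald tests were made for BMAL1, CHREBP and BOTH against CON, for BOTH against CHREBP and against BMAL1, and for the interaction, which is the difference between the effect of *Bmal1* esiRNA with and without *Chrebp* esiRNA. A likelihood ratio test compared the model with 4 groups with a model without groups. Genes with a Benjamini-Hochberg adjusted p (*Padj*) under 0.1 are called differentially expressed genes (DEGs). Genes past the likelihood ratio test were sorted into 6 classes by whether their log2 fold change against CON was at least 0.32 in size in BMAL1, in CHREBP or in both, and by sign. The targeted transcripts were also adjusted over 6 tests, which were 2 genes in 3 comparisons with CON.

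Scores were computed for 4 gene lists, written from general knowledge after the study had been read. They were interferon response (40 genes), cholesterol synthesis (24 genes), clock E-box output (10 genes) and lipogenesis (19 genes). The study had linked the genes of opposite direction in these libraries to interferon-beta signaling. The choice of an interferon list was therefore not independent of these data. A library's score was the mean over list genes of log2(normalized count + 1), for list genes with a mean normalized count of at least 5. Size factors were those of all 24 libraries. Groups were compared with 2-sided exact permutation tests, adjusted over 20 tests. With 4 libraries against 4, the smallest p such a test can give is 0.0286.

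The genes named in the text followed a rule. They were the targeted genes, the 3 largest rises and 3 largest falls among DEGs with a mean normalized count of at least 50 and no overlap between the groups, 5 genes that the study's text names for the silencing experiment, and 3 *Chrebp* targets that the study used. One further gene chosen by the rule is not reported here. With 4 libraries against 4, chance leaves 2.86% of unchanged genes without overlap. The groups, tests, lists, naming rule and most alternatives were set before the data were examined.

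Alternatives were edgeR 4.0.16 with its quasi-likelihood F test, the replicate number as a block, TMM factors, other count filters, *Padj* under 0.05, no Cook's distance filter, all 24 libraries or only the 2 compared groups in the fit, other class thresholds, other forms of the list score, and leaving out each library in turn. Replicate numbers came from the sample titles, which do not say whether cells with the same number were grown together. As a check of the pairing, deviations from the group means were correlated between libraries over 11367 genes. Across the esiRNA groups the mean correlation was 0.02 for libraries with the same number and -0.0059 for libraries with different numbers. The fits were tested on simulated counts for 13784 genes, of which 200 were changed by 1 on the log2 scale. DESeq2 called 98.5% of the changed genes in one comparison and 98.0% in another, with 32 and 40 other genes called. These other genes were a larger share of its calls than *Padj* under 0.1 is meant to allow. edgeR called 98% and 99% of the changed genes, with 20 and 15 others. All simulated genes had the same dispersion, and only well-expressed genes were changed. Recovery of smaller changes, or of weakly expressed genes such as the targeted transcripts, was therefore not tested. In a simulated comparison without changed genes, 0 genes were called. The list score was tested on 40 simulated genes raised by 1, and the estimate was 1.04.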

Results

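The data were gene counts of 24 BRB-seq libraries from AML-12 mouse hepatocytes, with 4 libraries in each of 6 groups. BSA and PAL cells were not transfected, and the comparison between them addressed the effect of palmitate, used to model steatosis. CON, BMAL1, CHREBP and BOTH cells received palmitate and esiRNA, and their comparisons addressed what *Bmal1* and *Chrebp* each regulate and whether they interact. Total gene counts per library ran from 5399700 to 8780183 in BSA, 5868438 to 9714715 in PAL, 6512750 to 11237474 in CON, 5570803 to 8167434 in BMAL1, 6923225 to 8987732 in CHREBP and 6754747 to 8745042 in BOTH. No comparison of total counts between groups was past an exact permutation test, the smallest p being 0.200 for BMAL1 against CON (n = 4 per group). The share of reads that were not aligned differed from CON by -0.706 percentage points in CHREBP and -1.46 in BOTH (2-sided exact permutation p = 0.0286 for each, n = 4 per group), and by -0.110 in BMAL1 (exact permutation p = 0.743).

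The targeted transcripts were examined first in every library. *Bmal1* (*Arntl*, ENSMUSG00000055116; GRCm38 chromosome 7, 113207465 to 113314126, + strand) and *Chrebp* (*Mlxipl*, ENSMUSG00000005373; chromosome 5, 135089890 to 135138382, + strand) are protein-coding genes that each overlap 1 annotated gene on the other strand, so their counts carry some uncertainty. Both were weakly expressed, with 15 to 85 counts per library for *Arntl* and 12 to 89 for *Mlxipl*. Normalized counts of *Arntl* were 57.5, 49.2, 42.0 and 30.1 in CON replicates 1 to 4 and 23.1, 22.3, 25.9 and 32.9 in BMAL1. The mean was 44.7 ± 11.6 in CON and 26.0 ± 4.82 in BMAL1 (SD, n = 4), a log2 fold change of -0.78 (SE 0.28). DESeq2 gave *Padj* = 0.00992 over the 6 tests of targeted transcripts, while independent filtering left the gene without a *Padj* over all genes. The groups overlapped in 1 library of each, and the exact permutation test gave p = 0.0571. In BOTH, *Arntl* was 22.8 ± 6.64 (SD, n = 4) and its log2 fold change against CON was -0.98 (SE 0.28, DESeq2 *Padj* = 0.00994 over all genes). Normalized counts of *Mlxipl* were 38.6, 30.4, 44.4 and 29.0 in CON and 23.3, 32.7, 22.1 and 25.5 in CHREBP. The mean was 35.6 ± 7.26 in CON and 25.9 ± 4.75 in CHREBP (SD, n = 4), which is 27.3% lower, with a log2 fold change of -0.46 (SE 0.28). This difference was not past the threshold with DESeq2 (*Padj* = 0.593 over all genes and 0.152 over the 6 tests). The study reported that silencing of *Bmal1* and *Chrebp* was successful, from its transcriptome data and from quantitative PCR. It also reported lower triglycerides after *Chrebp* silencing. Its PCR and staining values were not analysed here, so these low counts alone do not settle how far *Chrebp* was silenced. In BOTH, *Mlxipl* was 17.04 ± 4.91 (SD, n = 4), 52.1% lower than in CON, with a log2 fold change of -1.07 (SE 0.30, DESeq2 *Padj* = 0.00763). With the replicate number as a block, the log2 fold changes were -0.76 for *Arntl* in BMAL1, -0.45 for *Mlxipl* in CHREBP, -0.98 for *Arntl* in BOTH and -1.07 for *Mlxipl* in BOTH. With the interferon list score as a covariate, an alternative chosen after seeing the data, the *Mlxipl* value was -0.62 in CHREBP and -1.28 in BOTH. Leaving out 1 library moved the *Arntl* value in BOTH between -1.18 and -0.84, and the *Mlxipl* value in CHREBP between -0.60 and -0.33.

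**Figure D1:**
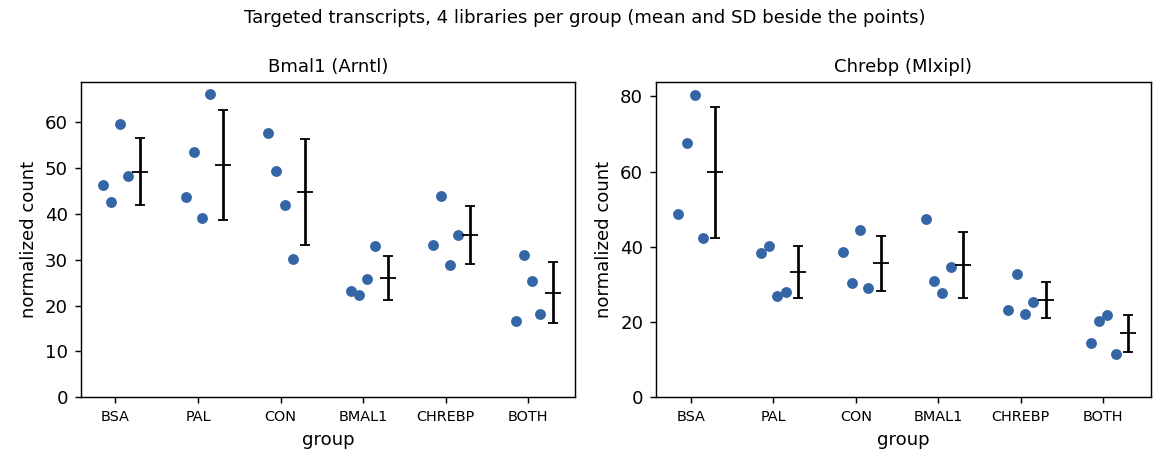
Normalized counts of *Bmal1* (left) and *Chrebp* (right) on the vertical axes for the 6 groups, with a point per library and the mean ± SD of 4 libraries beside the points. The 4 CHREBP libraries lie between 22.1 and 32.7 for *Chrebp* and overlap the CON libraries, which lie between 29.0 and 44.4.

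Palmitate alone raised 853 genes and lowered 975 genes (PAL against BSA, DESeq2 *Padj* under 0.1, 12827 genes tested). The PAL and BSA libraries were in the same library column but in different rows. A fold change of at least 2 was seen for 44 of the genes that rose and 169 of the genes that fell. The replicate block moved the counts most among the alternatives, to 539 higher and 649 lower. The mean correlation of the deviations of same-numbered libraries was 0.03 in these 2 groups. Of 1269 DEGs with a mean of at least 50 and no overlap between groups, the largest rises were in *Areg* (ENSMUSG00000029378, chromosome 5, 91139599 to 91148432), *Krt20* (ENSMUSG00000035775, chromosome 11, 99428403 to 99438150) and *Emp1* (ENSMUSG00000030208, chromosome 6, 135362545 to 135383173). Their log2 fold changes were 1.56 (SE 0.21), 1.51 (SE 0.14) and 1.39 (SE 0.08), with DESeq2 *Padj* of 3.95e-11, 2.32e-23 and 4.43e-63. The largest falls were in *Saa3* (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700), *Lcn2* (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) and *Cybb* (ENSMUSG00000015340, chromosome X, 9435252 to 9487771). *Saa3* went from 8068 ± 235 to 121 ± 13.3 normalized counts (SD, n = 4), a log2 fold change of -6.05 (SE 0.08). In CON, which received palmitate and was in the rows of BSA, *Saa3* lay between 106 and 144 normalized counts, against 7773 to 8313 in BSA, so row position alone did not set this difference. *Lcn2* went from 4471 ± 1296 to 123 ± 37.6 and *Cybb* from 526 ± 35.8 to 25.2 ± 2.05 (SD, n = 4), with log2 fold changes of -5.17 and -4.38. *Saa3* belongs to a family of similar genes, and how the authors' counting divided shared reads is not known. *Mlxipl* itself was 59.8 ± 17.4 in BSA and 33.3 ± 6.90 in PAL (SD, n = 4), with a log2 fold change of -0.86 (SE 0.27, DESeq2 *Padj* = 0.0173). *Arntl* did not differ (log2 fold change 0.06, SE 0.24, DESeq2 *Padj* = 0.930).

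Transfection of the control esiRNA was compared with palmitate alone (CON against PAL), a background for the silencing comparisons. It raised 206 genes and lowered 119, of 12928 tested, and 132 and 54 with the replicate block, which moved both counts most among the fits of all 8 libraries (mean correlation of same-numbered deviations 0.04). CON and PAL were also in different library columns, so transfection and column cannot be told apart here. A fold change of at least 2 was seen for 66 of the higher and 3 of the lower genes. The largest rises were in *Mx2* (ENSMUSG00000023341, chromosome 16, 97535308 to 97560900), *Ifit1* (ENSMUSG00000034459, chromosome 19, 34640871 to 34650009) and *Oasl2* (ENSMUSG00000029561, chromosome 5, 114896936 to 114912234), which are members of interferon-induced families whose shared reads make the values uncertain. *Mx2* is annotated as a polymorphic pseudogene. It had at most 1 count per library in PAL and a mean of 108 ± 74.5 normalized counts in CON (SD, n = 4), at least 34.2-fold higher against the floor of 3 counts (DESeq2 *Padj* = 4.46e-10). *Ifit1* went from 27.7 ± 10.7 to 2112 ± 1363 (SD, n = 4), a log2 fold change of 6.25 (SE 0.69, DESeq2 *Padj* = 7.43e-16). *Oasl2* had a log2 fold change of 6.17 (SE 1.28). The largest falls were smaller, at -0.90 in *Prrc2a* (ENSMUSG00000024393, chromosome 17, 35149076 to 35164897), -0.80 in *Slc7a3* (ENSMUSG00000031297, chromosome X, 101079210 to 101086020) and -0.79 in *Gzme* (ENSMUSG00000022156, chromosome 14, 56117626 to 56120625). *Prrc2a* overlaps another gene on the same strand, *Gzme* has close relatives, and *Slc7a3* was not called with the block.

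*Bmal1* esiRNA was compared with the control esiRNA to find genes that *Bmal1* regulates. DESeq2 called 23 genes higher and 45 lower among 13883 tested, edgeR called 4 and 10, and the replicate block gave 6 and 16. A fit of these 2 groups alone gave 70 and 74. BMAL1 and CON libraries were in the same column but in different rows, so *Bmal1* esiRNA and row position cannot be told apart. The mean correlation of same-numbered deviations was -0.01 in these groups. The largest rises were in *Mgst2* (ENSMUSG00000074604, chromosome 3, 51660360 to 51682677), *Ppm1m* (ENSMUSG00000020253, chromosome 9, 106194947 to 106199746) and *Gm6169* (ENSMUSG00000057762, chromosome 13, 97098208 to 97099237), with log2 fold changes of 0.74 (SE 0.14), 0.70 (SE 0.18) and 0.54 (SE 0.16). *Mgst2* overlaps *Gm37261* on the same strand and *Gm6169* overlaps *Fam169a* on the other strand. *Ppm1m* and *Gm6169* were not called by edgeR, and *Gm6169* was not called with the block either (DESeq2 *Padj* = 0.164). The largest falls were in *Irgm2* (ENSMUSG00000069874, chromosome 11, 58199618 to 58222782), *Ccl9* (ENSMUSG00000019122, chromosome 11, 83572919 to 83578636) and *Itga2* (ENSMUSG00000015533, chromosome 13, 114833081 to 114932100), with log2 fold changes of -1.44 (SE 0.30), -0.90 (SE 0.16) and -0.88 (SE 0.18). *Irgm2* overlaps *Igtp* on the same strand and its count is uncertain. Among the genes that the study names for this experiment, *Abca8b* (ENSMUSG00000020620, chromosome 11, 109932190 to 109995845) rose from 214 ± 12.8 to 272 ± 25.7 normalized counts (SD, n = 4) with no overlap between groups, a log2 fold change of 0.35 (SE 0.11). Its DESeq2 *Padj* was 0.140 over all genes and 0.0121 over a list of 8 genes, which were 5 genes named by the study and 3 *Chrebp* targets. The study named those 5 genes from its analysis of these same libraries. Values adjusted over the list are therefore not independent support for them. *Abca1* (ENSMUSG00000015243, chromosome 4, 53030787 to 53159895) had a log2 fold change of 0.47 (SE 0.26) with overlapping groups and a DESeq2 *Padj* of 0.124 over that list. *Igf1*, *Lbh* and *Foxa1* had log2 fold changes of 0.63, 0.38 and 0.35, and each had a *Padj* of 0.0944 over the list with DESeq2 and was not called over all genes. *Txnip*, *Pklr* and *Klf10*, with log2 fold changes of 0.12, 0.03 and 0.02, were not called on either basis. *Abca8b* was called over all genes with all 24 libraries in the fit. *Abca8b*, *Igf1*, *Txnip* and *Pklr* overlap genes on the other strand, and their counts are uncertain to that extent.

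To find genes that *Chrebp* regulates, CHREBP was compared with CON. *Chrebp* esiRNA raised 368 genes and lowered 107 with DESeq2, 319 and 75 with edgeR, and 348 and 98 with the replicate block (mean correlation of same-numbered deviations -0.03). All CHREBP libraries were in library column 3 and all CON libraries in column 2, so no value within a column exists for this comparison. The median log2 fold change over all tested genes was -0.0037. The largest rises were in *Oas3* (ENSMUSG00000032661, chromosome 5, 120753098 to 120777661), *Iigp1* (ENSMUSG00000054072, chromosome 18, 60376027 to 60392634) and *Cxcl11* (ENSMUSG00000060183, chromosome 5, 92359544 to 92365485), all with similar relatives or overlapping genes. Mean normalized counts rose from 14.6 ± 13.2 to 227 ± 159 for *Oas3* and from 35.8 ± 25.4 to 459 ± 257 for *Cxcl11* (SD, n = 4). The log2 fold changes were 3.94 (SE 0.83), 3.82 (SE 1.05) and 3.67 (SE 0.65), with DESeq2 *Padj* of 0.000186, 0.0123 and 2.87e-06. *Iigp1* was not called with the block. The largest falls were -0.77 in *Ccl9*, -0.77 in *Zfp354a* (ENSMUSG00000020364, chromosome 11, 51059257 to 51072799) and -0.75 in *Adgrl3* (ENSMUSG00000037605, chromosome 5, 81020138 to 81825133). *Zfp354a* was called neither by edgeR nor with the block, and *Adgrl3* overlaps 4 other genes. *Ccl9* was thus lower in both single-silencing comparisons, which share the CON libraries. In normalized counts it lay between 61.4 and 95.05 in PAL and between 167 and 206 in CON. It lay between 80.4 and 119 in BMAL1 and between 90.4 and 126 in CHREBP. CON stood above PAL as well as above BMAL1 and CHREBP, so these falls do not show shared regulation by *Bmal1* and *Chrebp*. None of the 8 listed genes was called in CHREBP over all genes or over the list. The lowest DESeq2 *Padj* over the list was 0.457, and 0 genes had an unadjusted p under 0.05, the lowest being 0.121. The log2 fold changes of the *Chrebp* targets were -0.13 for *Txnip*, 0.15 for *Pklr* and 0.01 for *Klf10*.

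Silencing of both genes raised 831 and lowered 520 genes against CON with DESeq2, and 770 and 476 with the replicate block (mean correlation of same-numbered deviations 0.06). Of the 368 genes higher in CHREBP, 346 were also higher in BOTH, and of the 107 lower in CHREBP, 81 were also lower in BOTH. Relative to CHREBP, which was in the same library column but in other rows, BOTH had 117 genes higher and 21 lower, and 90 and 10 with the block (correlation 0.09). edgeR called 48 and 5 for the same comparison. Relative to BMAL1, BOTH had 882 genes higher and 566 lower, and 818 and 527 with the block (correlation -0.0058).

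The likelihood ratio test called 1377 genes among the esiRNA groups, 1084 with edgeR's test and 1255 with the replicate block (mean correlation of same-numbered deviations 0.02). Of these, 643 reached a log2 fold change of 0.32 in size in BMAL1 or CHREBP. The classes held 63 genes changed in the same direction, 174 changed in opposite directions, 36 higher and 33 lower in BMAL1 alone, and 229 higher and 108 lower in CHREBP alone. With the block the classes held 49, 141, 28, 29, 219 and 97 genes. Among the 174 genes of the opposite class, 164 were lower in BMAL1 and higher in CHREBP, and 163 were higher in BOTH. The classes use fold changes without a test for each. In the opposite class, the Wald test called 127 genes in CHREBP, 23 in BMAL1, and 23 in both comparisons. The interferon list supplied 39 of the 174 genes.

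**Figure D2:**
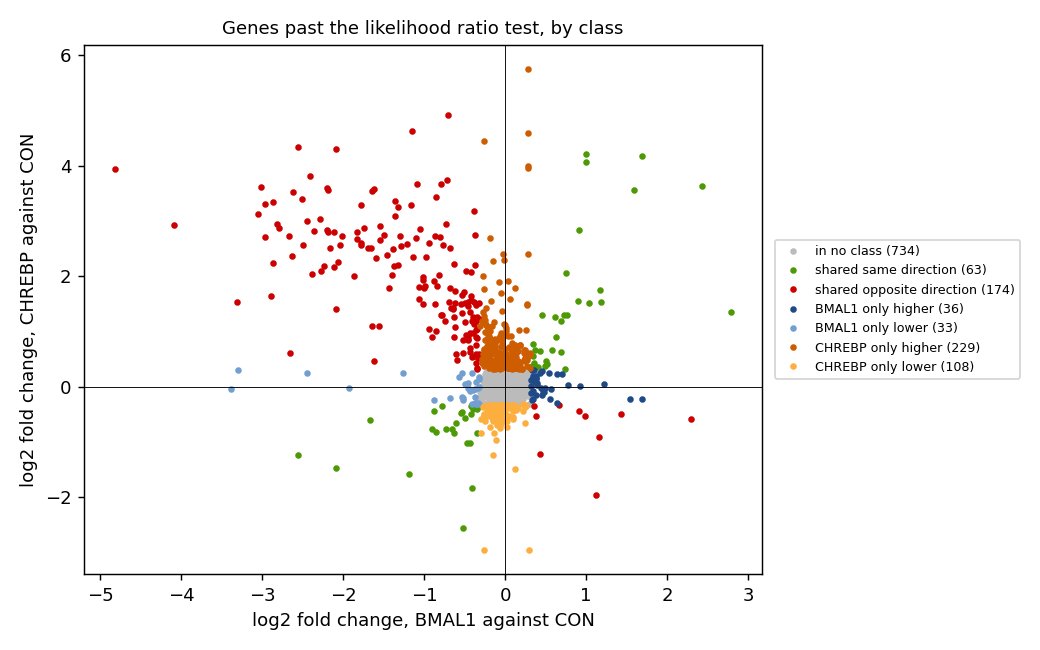
Log2 fold change against CON in BMAL1 (horizontal axis) and in CHREBP (vertical axis) for genes past the likelihood ratio test, with a point per gene and a colour per class. The 174 genes of the opposite class lie mostly at upper left, and 734 genes fall in no class.

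The interaction addressed whether *Bmal1* esiRNA acted differently with and without *Chrebp* esiRNA. DESeq2 called 204 genes, of which 167 were more positive in the presence of *Chrebp* esiRNA and 37 were more negative. edgeR called 122 and the replicate block gave 147 (mean correlation of same-numbered deviations 0.02 over the esiRNA groups). Each of its component differences lay within a library column, but compared rows E to H with rows A to D.

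The interferon list score was 3.85 ± 0.18 in BSA, 3.47 ± 0.12 in PAL, 6.23 ± 1.22 in CON, 4.91 ± 0.25 in BMAL1, 9.04 ± 0.49 in CHREBP and 9.81 ± 0.43 in BOTH (SD, n = 4). CON replicate 1 was at 4.56 and the other CON libraries lay between 6.10 and 7.18. The score was higher in CON than in PAL by 2.77, in CHREBP than in CON by 2.80 and in BOTH than in CON by 3.58, each with no overlap between groups and an exact permutation p of 0.0286, the smallest possible, and an adjusted p of 0.0816 over 20 tests. PAL differed from BSA by -0.38, also without overlap (exact permutation p = 0.0286, adjusted 0.0816). The difference between BMAL1 and CON was -1.32 with overlapping groups (exact permutation p = 0.143, adjusted 0.238). By gene, 40 of 40 list genes were called higher in CHREBP and 40 of 40 in BOTH with DESeq2 over all genes, and 33 of 37 in CON against PAL (37 adjusted over the list). In BMAL1, 16 of 40 were called lower over all genes and 34 adjusted over the list. The cholesterol synthesis score was higher in PAL than in BSA by 0.44 and changed by -0.20 in CHREBP against CON (exact permutation p = 0.0286 and adjusted p = 0.0816 for each, no overlap). It changed by -0.03 in BMAL1 against CON (exact permutation p = 0.171). With DESeq2, 12 of its 24 genes were called higher in PAL over all genes and 20 over the list, and 3 were called lower in CHREBP over all genes and 9 over the list. In BMAL1 0 were called on either basis, with 3 at an unadjusted p under 0.05. The lipogenesis score changed by -0.12 in CHREBP (exact permutation p = 0.0571, adjusted 0.114) and -0.17 in BOTH (exact permutation p = 0.0286, adjusted 0.0816) against CON. The clock E-box output score changed by -0.08 in BMAL1 (exact permutation p = 0.514), 0.04 in CHREBP and -0.05 in BOTH against CON. Taken as paired differences with the replicate number as a block, a sign-flip test cannot go below an exact p of 0.125. That value was reached for interferon in each comparison but BMAL1 against CON (exact p = 0.250). For cholesterol synthesis it was reached in each comparison, BMAL1 against CON included. Among the alternatives, a pseudocount of 10 moved the interferon difference between CON and PAL most, to 1.85, and the median over list genes moved the cholesterol synthesis difference between PAL and BSA most, to 0.69.

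**Figure D3:**
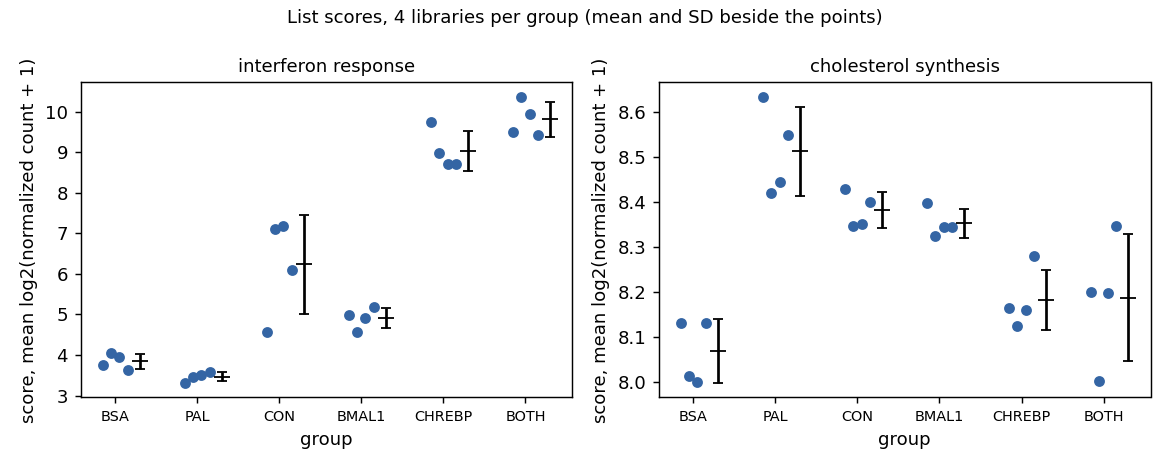
Score of the interferon response list (left) and the cholesterol synthesis list (right), each the mean of log2(normalized count + 1), for the 6 groups, with a point per library and the mean ± SD of 4 libraries beside the points. The interferon score lies between 8.71 and 10.4 in the libraries that received *Chrebp* esiRNA and between 3.31 and 7.18 in the others.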

Values the study reported

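The study reported 853 genes raised and 975 lowered by palmitate in AML-12 cells. For the esiRNA groups it reported 1377 DEGs by the likelihood ratio test, of which 640 were placed in 6 classes. Of these, 63 changed in the same direction on silencing of either gene and 173 in opposite directions. It counted 34 genes higher and 33 lower with *Bmal1* silencing alone, and 230 higher and 107 lower with *Chrebp* silencing alone.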

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

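The tests of causes in this part were chosen after the results were seen, except the rearrangements of all 4 group labels, which were set beforehand.

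The effect of *Bmal1* esiRNA differed between backgrounds. The interaction was past the threshold for 204 genes. For the interferon list score the effect was 0.77 in the presence of *Chrebp* esiRNA (BOTH minus CHREBP) and -1.32 in its absence (BMAL1 minus CON), a difference of 2.10 (n = 4 per group, exact permutation within each background p = 0.0106, adjusted 0.0424 over 4 lists). Scores of the cholesterol synthesis, clock and lipogenesis lists did not differ in this way (exact permutation p of 0.693, 0.954 and 0.381). With labels swapped only between same-numbered libraries of BMAL1 and CON, or of BOTH and CHREBP, 2 of 100 splits, the real one included, gave as many genes, and the largest other count was 257. These 100 were drawn from 128 possible splits. Among splits that rearranged all 4 group labels, 3 of 60 gave as many, the largest other count being 948, but such splits can turn the large difference between the groups with and without *Chrebp* esiRNA into interaction genes, so they do not settle the question. A candidate explanation that is not gene-specific is the amount of esiRNA. BOTH received 200 nM and CHREBP 100 nM, while BMAL1 received 100 nM and CON 200 nM, so that *Bmal1* esiRNA came with more total esiRNA in one background and less in the other. The interferon score was higher on average with the larger amount in both backgrounds, but neither difference was past its own exact permutation test (p = 0.0857 with *Chrebp* esiRNA and 0.143 without, n = 4 per group). The difference of 2.10 between them is consistent with the amount, without showing it. Of the 204 genes, 42.2% were higher in CON than in PAL, against 0.944% of other tested genes (Fisher's exact test p = 1.15e-105). The remaining 118 genes were outside that set, and transfection and library column cannot be told apart in CON against PAL. That comparison shares the CON libraries with the interaction, which favours such an overlap. The groups of each component difference share a library column in 2 of 2 cases and differ in row position in the same way. Column or row effects that add to the group effects would cancel in the interaction, but this follows from the layout and was not tested. The count depended on single libraries. Without CON replicate 1, whose low interferon score brings CON nearer to BMAL1, 213 genes were called, which cannot show that the result is free of CON outliers. Without CON replicate 3, which had the highest score in CON, 104 were called. In the 16 fits that left out 1 library each, 104 to 291 genes were called. A single library thus changed the size of the count but did not produce all of it. A biological interaction of *Bmal1* and *Chrebp* cannot be told apart here from the amount of esiRNA or from library position.

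Single libraries lay far from the rest of their group in 3 of 131 combinations of a measure and a group, which is 2.29%. Chance gives about 6.55 at this critical value. *Emp1* was at 744 normalized counts in BSA replicate 3, against 586 to 607 in the other BSA libraries. *Cybb* was at 22.1 in PAL replicate 2, against 25.7 to 26.4. *Abca1* was at 32.6 in BMAL1 replicate 1, against 49.8 to 52.1 in the other BMAL1 libraries. Library size was the lowest or highest of the group in 1 of the 3 libraries, so it did not set them apart. In 2 of the 3 cases the gene had a group mean under 50 normalized counts, so low counts remain a candidate explanation for those. The number found was no larger than chance gives. No biological explanation was tested.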

How the results depend on the processing

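The alternatives were set before the data were examined, except 2 for the esiRNA groups: the interferon score as a covariate, and leaving out the genes higher in CON than in PAL. No gene count reversed, since counts have no direction, and TMM factors, the absence of a count filter, at least 10 counts in at least 4 samples and the Cook's distance filter left all 22 gene and class counts within 1.5 times their value.

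With edgeR, the counts that differed by more than 1.5 times were 4 higher and 10 lower for BMAL1 against CON, 48 higher and 5 lower for BOTH against CHREBP, 122 for the interaction and 21 for the class higher in BMAL1 alone. All 4 and 10 genes in BMAL1 were also among the DESeq2 calls. With the replicate block, 539 genes were higher and 649 lower in PAL against BSA, 132 and 54 in CON against PAL, and 6 and 16 in BMAL1 against CON, and 10 were lower in BOTH against CHREBP. At *Padj* under 0.05 there were 6 higher and 21 lower genes in BMAL1, 340 lower in BOTH against CON, 10 lower in BOTH against CHREBP, 369 lower in BOTH against BMAL1, and 22 in the class higher in BMAL1 alone. All 24 libraries in one fit gave 35 genes higher in BMAL1. With only the 2 compared groups in the fit, BMAL1 had 70 higher and 74 lower genes, CHREBP had 184 lower, and BOTH had 305 lower against CON, 75 higher and 5 lower against CHREBP, and 297 lower against BMAL1. For all of these counts, the cause was not tested.

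A class threshold of 0.58 gave 28 genes in the same direction, 115 in opposite directions, 14 higher and 11 lower in BMAL1 alone, and 28 lower in CHREBP alone. Asking for a Wald *Padj* under 0.1 as well gave 9, 23, 10, 8 and 57 genes in those classes.

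The interferon score as a covariate left 10 higher and 10 lower genes in BMAL1, 4 and 4 in CHREBP, 39 and 13 in BOTH against CON, 62 higher in BOTH against CHREBP, 10 and 10 in BOTH against BMAL1, 16 for the interaction and 137 for the likelihood ratio test. The classes then held 11 genes in the same direction, 12 in opposite directions, 13 and 9 in BMAL1 alone, and 34 and 18 in CHREBP alone. Group explained 91.5% of the variance of the score, so this model could hardly separate the score from group. The targeted transcripts show this: their log2 fold changes were -0.79 for *Arntl* in BMAL1, -0.96 for *Arntl* in BOTH and -1.28 for *Mlxipl* in BOTH, but none was past the threshold any longer. Without the genes higher in CON than in PAL, 19 genes were lower in BMAL1, 118 were left for the interaction and 96 in the opposite class.

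Among the list scores, TMM log2 CPM gave -0.20 for cholesterol synthesis in BOTH, now past the threshold, -0.041 for clock output in PAL against BSA and -0.0011 for lipogenesis in BMAL1. A pseudocount of 10 gave -0.13 for clock output in PAL, -0.011 for lipogenesis in BMAL1, and 0.070 and -0.13 for lipogenesis in PAL and CHREBP, both now past the threshold. List genes with a mean of at least 50 gave -0.33, 0.038 and 0.058 for clock output in PAL against BSA, CON against PAL and BMAL1 against CON, and 0.080, -0.022 and -0.14 for lipogenesis in PAL, BMAL1 and CHREBP. The median over list genes gave -0.36, 3.12, 2.71 and 3.37 for interferon in PAL, CON, CHREBP and BOTH, 0.69 and -0.33 for cholesterol synthesis in PAL and CHREBP, and -0.035 for lipogenesis in BOTH, none past the threshold any longer. For interferon in CON, CHREBP and BOTH and cholesterol synthesis in PAL, the exact p was still the smallest possible, and only the adjustment over 20 tests changed. The median also gave -0.57, 0.12, 0.18 and 0.084 for clock output in PAL, CON, BMAL1 and BOTH and -0.029 for lipogenesis in BMAL1. The sign of the clock output score in comparisons other than CHREBP against CON, and of lipogenesis in BMAL1, thus depended on the form of the score. The paired differences under the replicate block equal the differences of means, for example 2.77 for interferon in CON against PAL, so this setting cannot move a score.

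Leaving out 1 library at a time changed these results. Counts ran from 119 to 203 higher and 61 to 140 lower for CON against PAL, from 4 to 43 higher and 11 to 85 lower for BMAL1, from 56 to 202 lower for CHREBP, from 49 to 182 higher and 7 to 64 lower for BOTH against CHREBP, from 104 to 291 for the interaction and from 21 to 51 for the class higher in BMAL1 alone. The *Chrebp* transcript in CHREBP ran from -0.60 to -0.33 and passed its threshold in 2 of 16 fits. Interferon scores ran from -0.45 to -0.31 in PAL, 2.45 to 3.32 in CON against PAL, -1.88 to -1.01 in BMAL1, 2.24 to 3.12 in CHREBP and 3.02 to 3.89 in BOTH. Cholesterol scores ran from 0.40 to 0.47 in PAL, -0.16 to -0.090 in CON, -0.23 to -0.18 in CHREBP and -0.25 to -0.13 in BOTH. Clock scores ran from -0.062 to 0.075 in PAL, -0.11 to 0.042 in CON, -0.056 to 0.089 in CHREBP and -0.15 to 0.044 in BOTH, and lipogenesis from -0.017 to 0.030 in BMAL1 and -0.19 to -0.15 in BOTH. Among named genes, log2 fold changes crossed 0 for *Pklr* (-0.049 to 0.13) and *Klf10* (-0.031 to 0.066) in BMAL1, and for *Abca1* (-0.21 to 0.14), *Lbh* (-0.26 to 0.057) and *Klf10* (-0.061 to 0.068) in CHREBP. *Gm6169* in BMAL1 lost its call in 12 of 16 fits. For the other named genes the direction held under each setting, and of 852 values of named genes under the alternatives, 39 were no longer past the threshold and 2 were newly past it.

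*Mlxipl* had 21 to 54 counts per library in CHREBP and CON, and its fall of 27.3% was not past the threshold. Whether more depth would change this was not tested.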

Other observations

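The tests of transfection, dose, within-group correlation, overlap with the response to control esiRNA, library column and library size were set before the data were examined, and the tests of a graded response and of count composition, and the correlation without the outlying libraries, were chosen afterwards.

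The interferon response separated the esiRNA groups more than any other list scored here, and the genes changed in opposite directions by the single silencings followed it. List genes took 0.0268% of counts in PAL, 0.128% in CON, 0.0514% in BMAL1, 0.674% in CHREBP and 1.18% in BOTH (means, n = 4). One hypothesis is that the opposite class reflects how strongly each esiRNA preparation triggered an innate response, in addition to or in place of regulation by *Bmal1* and *Chrebp*. Transfection of the control esiRNA alone raised the interferon score (exact permutation p = 0.0286, the smallest possible with n = 4 per group). Of the opposite-class genes outside the interferon list, 43.0% of the 107 tested were higher in CON than in PAL, against 0.994% of other genes (Fisher's exact test p = 2.78e-59). CON libraries enter both sides of that overlap, which favours genes that were high in CON. Within groups, where the esiRNA given is the same but the targeted transcripts vary between libraries, the same opposite-class genes had a median correlation of 0.62 with the interferon score over 16 libraries, above the 95th percentile of 0.07 among 10000 random lists matched on expression. Without CON replicates 1 and 3, the libraries whose scores lay farthest out, the median correlation was 0.69. This was not specific to the opposite class. The median correlation was 0.36 for the class higher in CHREBP alone and 0.13 for the same-direction class, each above the 95th percentile of its random lists (0.055 and 0.106). It was -0.13 for the class lower in CHREBP alone, -0.17 for the class higher in BMAL1 alone and 0.064 for the class lower in BMAL1 alone. The first 2 of these lay below nearly all of their random lists (percentiles 0.00 and 0.16), so these classes ran against the score. In a comparison with no shared library, 71.4% of the 206 genes higher in CON than in PAL were also higher in CHREBP than in BMAL1, against 48.3% of other genes (Fisher's exact test p = 3.11e-11, across genes, which are not independent replicates).

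Total dose does not explain the whole pattern, since CHREBP at 100 nM scored 2.80 above CON at 200 nM. Library size did not separate BMAL1 or CHREBP from CON (smaller exact permutation p = 0.200, n = 4 per group). The median log2 fold change of all tested genes was -0.0123 in BOTH against CON. Size factors centre the fold changes, so this value cannot tell whether count composition played a part. A composition shift would move the lists alike. In CHREBP against CON the interferon score rose by 2.80, while cholesterol synthesis, clock and lipogenesis scores moved by -0.20, 0.04 and -0.12. TMM log2 CPM gave 2.73 for interferon, and TMM factors left 174 genes in the opposite class. These values argue against count composition as the cause of the interferon difference. Library column cannot be excluded: all libraries with *Chrebp* esiRNA were in column 3, and PAL and CON were in columns 1 and 2. Of the differences among esiRNA groups that lie within a column, neither BMAL1 against CON (exact permutation p = 0.143, n = 4 per group) nor BOTH against CHREBP (exact permutation p = 0.0857) was past the test for the score. Their difference was past it (exact permutation p = 0.0106, adjusted 0.0424). By gene, 16 of 40 list genes were called lower in BMAL1 with DESeq2 over all genes and 34 adjusted over the list. These calls come from the same 4 libraries per group as the score, so the genes are not independent replicates of that difference. For the score in BMAL1 against CON, the call changed in 1 of 8 fits that left out 1 library. Without CON replicate 1 the difference was -1.88, with BMAL1 between 4.57 and 5.17 and CON between 6.10 and 7.18. The data may therefore be read as a response to the transfected RNA that is graded across preparations. They cannot separate this reading from library column or row. Nor can they separate it from an effect of the lower *Chrebp* transcript, which was 27.3% below CON in CHREBP. BMAL1 and CHREBP both received 100 nM, against different genes, and scored 4.91 ± 0.25 and 9.04 ± 0.49 (SD, n = 4). Total amount therefore did not set that difference, but the 2 groups were in different library columns. An esiRNA against a gene other than *Bmal1* and *Chrebp*, at 100 nM, was not analysed here.

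Other splits of the same libraries gave the following. Among splits into groups of 4 that part all same-numbered pairs, which number 8 and so cannot give a share under 0.05, 1 of 8, the real split, gave as many DEGs for PAL against BSA, CON against PAL, BMAL1 against CON, CHREBP against CON, BOTH against CON and BOTH against BMAL1. For BOTH against CHREBP, 2 of 8 splits gave as many, and another split gave 157 genes against 138. Over all 35 splits, which include those that keep same-numbered libraries on one side, 1 of 35 gave as many for each comparison except BOTH against CHREBP, with 5 of 35. For BMAL1 against CON the next largest count was 53, against 68 for the real split. For the likelihood ratio test, 1 of 60 arrangements of the groups within replicate numbers gave as many genes, the largest other count being 1016. For the opposite class, 2 of 60 gave as many, and one of them gave 242. Rearranging all 4 labels mixes groups that differ strongly, so for the opposite class this is a limited comparison.

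The *Mlxipl* transcript was lower in BOTH than in CHREBP, at 17.04 ± 4.91 and 25.9 ± 4.75 normalized counts (SD, n = 4), with a log2 fold change of -0.61 (SE 0.31) and no adjusted p because independent filtering removed the gene. BMAL1 had 68 DEGs against CON with *Arntl* 41.8% lower, CHREBP had 475 with *Mlxipl* 27.3% lower, and BOTH had 1351 with *Arntl* 49.0% and *Mlxipl* 52.1% lower.

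BOTH replicate 4 differed most from its replicates. The chi-square per degree of freedom for its 3 pairs ran from 13.2 to 24.7, and the largest value among the other within-group pairs was 12.4. Its share of mitochondrial counts was 1.95%, against 3.33% to 3.65% in the other BOTH libraries. Without BOTH replicate 4, 43 genes were higher in BMAL1 and 202 lower in CHREBP against CON, against 23 and 107 with it. The interaction then had 291 genes against 204, and the likelihood ratio test 1668 against 1377. Each was the highest among fits without 1 library. Genes lower in BMAL1 instead peaked at 85, without CON replicate 1. All esiRNA groups shared 1 dispersion per gene, so this library also bears on comparisons without BOTH.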
